A study of Enterobacter sp. SA187 with 6 samples. Its data were reported in "Coordinated bacterial and plant sulfur metabolism in Enterobacter sp. SA187–induced plant salt stress tolerance" (2021).

How the data were processed

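Enterobacter sp. SA187 is a root endophyte of desert plants. Per the labels, pure cultures were grown overnight in LB, washed, and moved to Murashige and Skoog broth without NaCl (group B, 3 libraries) or with 100 mM NaCl (group SB, 3 libraries), where they stayed for 4 h per the study's methods. Total RNA was depleted of rRNA, and stranded total RNA libraries were sequenced as paired ends on an Illumina HiSeq. The study describes the 3 libraries of a group as biological replicates.

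The values analysed are FPKM (fragments scaled by transcript length and by the mapped reads of the library), which the authors computed for each gene and each library and deposited as 1 table of 4606 genes. The submitters' processing notes name FastQC, Trimmomatic, TopHat2 2.0 and Cufflinks 2.2.1. FPKM divides by the gene's effective length, so that very short features can reach extreme values, and a 0 can be a failed estimate as well as an absence of reads. For this reason a gene is only said to be listed at 0, and no fold is given against a group listed at 0. The table also holds 6 per-sample columns under a heading for the dual condition (plant and bacteria), which were not used here. Those columns bear the short group names with which the sample titles begin (B1 to SB3), whereas the 6 columns used stand under the heading of the basal condition and bear the names with which the same titles end. The values given here as free-living B and SB therefore rest on the table's headings and the title ends. Among the columns used, the library that stood apart was SB replicate 1, the one that the study left out. Genes carry numbered identifiers that the table does not pair with names or coordinates.

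FPKM keep no read totals. The low values of a pair of libraries do pile up at fixed ratios, since a gene's low FPKM are multiples of the value of 1 fragment. From genes below 10 FPKM, with ratios counted in windows of 0.003 on the natural log scale, the relative depths were 1.11, 0.965 and 1.19 for B replicates 1, 2 and 3 and 1.16 for SB replicate 2, with SB replicate 3 set to 1. No such ratio was found for SB replicate 1, where at most 4 genes shared a window, against 12 to 47 genes in the 10 pairs of the other libraries. Only ratios within 2-fold of equal depth were searched, so a much shallower SB replicate 1 could not have shown one. The absence of a ratio therefore does not tell whether its low values follow fragments. The table gives no read count per gene or library, so that no counting interval is given.

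Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean trend) on log2(FPKM + 1), over genes with a mean of at least 1 FPKM in the libraries fitted. Differences are SB minus B on the log2(FPKM + 1) scale, which understates the change of low genes. Genes with a two-sided Benjamini-Hochberg adjusted p of at most 0.05 were called, and genes over 2-fold also had a log2 difference above 1 in size. The fit used B replicates 1, 2 and 3 and SB replicates 2 and 3, because the study left out SB replicate 1 for its low correlation. All 6 libraries were an alternative. The test, the libraries and most alternatives were chosen before the data were examined. The alternatives chosen then were other pseudocounts (0.1 and 5), no filter or a filter of 10 FPKM, 3 other scalings, array quality weights, limma without the trend, the replicate number as a block, and each library left out in turn. Leaving out genes above 10000 FPKM, or genes listed at 0 in a fitted library, was chosen after seeing the data. Descriptive values, correlations and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

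The test was tried on simulated data for SB against B, with 3 and 2 libraries, the real gene means and fitted spreads, and 4320 genes. It called 65 of 100 genes changed by 1 on the log2 scale and 99 of 100 genes changed by 2, with 4 of 168 calls false. It made 0 calls when nothing was changed. The changed genes were placed only among genes of intermediate level, and noise was drawn independently for each gene and library. These figures therefore do not cover the lowest or the most extreme genes, nor noise that genes of a library share.

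Gene lists (26 in all) for osmotic, sulfur, motility, nutrient and other functions, and a set of gene symbols to be reported whatever their values, were fixed before the data were examined. The files do not pair identifiers with names, so that neither the list tests nor these symbols are analysed here, and at most 2 genes that rose and 2 that fell are given by identifier. The rule was to take called genes whose groups did not overlap, with a mean of at least 10 FPKM in the higher group, by the size of their log2 difference. Genes listed at 0 in a fitted library were left out of this choice after the values were seen, since their log2 difference depends on the pseudocount. With them, 3 of the 4 genes would have been ones listed at 0 throughout a group.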

Results

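The transcriptome of free-living SA187 was measured in 3 libraries without salt (B) and 3 libraries after 4 h in 100 mM NaCl (SB). The table gave FPKM for 4606 genes, of which 190 were listed at 0 in all 6 libraries. The number of genes listed at 0 was 278, 277 and 275 in B replicates 1, 2 and 3, and 282 and 300 in SB replicates 2 and 3. SB replicate 1 stood apart, with 822 genes at 0. The FPKM scale was very wide. The median gene had a mean of 21.2 FPKM over the 5 libraries other than SB replicate 1, while 142 genes had a mean above 100000 FPKM and held at least 99.1% of the summed FPKM of each library.

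Replicates were compared by Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates. Without SB replicate 1, pairs of libraries from the same group had r of 0.880 to 0.913, and pairs from different groups had r of 0.879 to 0.899. These ranges overlapped. Among genes with a mean of 1 to 10000 FPKM, r rose to between 0.965 and 0.978 within groups and to between 0.942 and 0.960 between groups, so that in this range every pair from the same group was closer than every pair from different groups. On the linear scale, again without SB replicate 1, R2 was 0.952 to 0.988 within groups and 0.915 to 0.992 between groups. The linear ranges thus overlapped too. SB replicate 1 had r of 0.609 and 0.619 with the other SB libraries and of 0.566 to 0.574 with the B libraries. Its linear R2 went the other way on average, at 0.781 and 0.830 with the other SB libraries and 0.817 to 0.857 with the B libraries. No pair of libraries held identical values.

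The zeros of SB replicate 1 were spread over all expression levels. Among genes with a mean of 100 to 1000 FPKM in the other libraries, 5.81% were at 0 in SB replicate 1, against at most 0.435% in any other library. Among genes above 100000 FPKM, 60.6% were at 0 in SB replicate 1 and 18.3% to 23.2% in each of the others. In that class even SB replicates 2 and 3 differed widely, and the SD of their log2 difference across genes was 8.39, compared with 0.60 for genes of 10 to 100 FPKM.

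**Figure D1:**
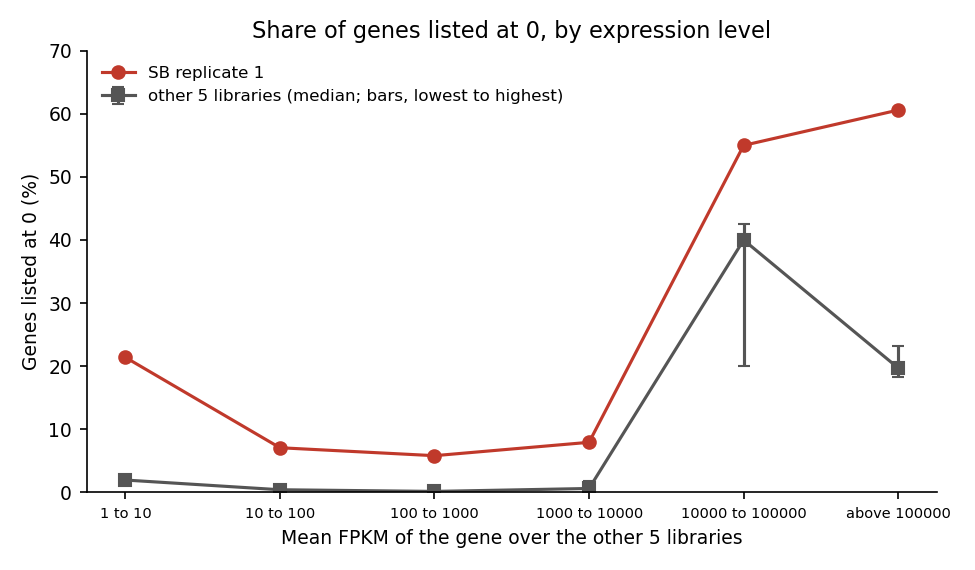
Share of genes listed at 0 (y axis, percent) by the mean FPKM of the gene over the 5 libraries other than SB replicate 1 (x axis, 6 classes), with SB replicate 1 as red circles and the median of the other 5 libraries as grey squares with bars from the lowest to the highest library. SB replicate 1 lies above the other libraries in every class, at 5.81% for 100 to 1000 FPKM and 60.6% above 100000 FPKM.

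To address how salt alone affects the free-living bacterium, SB replicates 2 and 3 were compared with B replicates 1, 2 and 3. Salt changed 408 of 4320 genes tested, with 195 genes higher and 213 lower. This split was not stable, at 600 higher and 360 lower under quantile normalization and 283 higher and 602 lower without B replicate 2. Most changes were modest. Among called genes above 0 in all 5 libraries, the median size of the log2 difference was 0.77 for the 194 genes that rose and 0.97 for the 208 that fell. A change over 2-fold was found for 149 genes, of which 46 rose and 103 fell, although this excess of falls was absent under quantile normalization (98 higher and 93 lower) and without SB replicate 3 (15 higher and 14 lower), and was larger without B replicate 2 (52 higher and 201 lower). Among the called genes above 0 in all 5 libraries, 1 gene rose over 4-fold and 8 fell over 4-fold. The median log2 difference of all genes tested was -0.03.

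Among the called genes above 0 in all 5 libraries, the strongest fall was that of SA187PBcda_000001264, which went from 3951 ± 275 FPKM (SD, n = 3) in B to 409 ± 44.3 FPKM (SD, n = 2) in SB. Its expression fell by 3.27 on the log2 scale (SE 0.13, limma adjusted p = 0.00257), or 9.65-fold. SA187PBcda_000003704 went from 115 ± 27.6 FPKM (SD, n = 3) to 17.0 ± 7.54 FPKM (SD, n = 2), and fell by 2.72 on the log2 scale (SE 0.35, limma adjusted p = 0.0287). The gene that rose most was SA187PBcda_000002944, from 57.7 ± 13.5 FPKM (SD, n = 3) to 230 ± 2.90 FPKM (SD, n = 2), with a log2 difference of 2.00 (SE 0.22, limma adjusted p = 0.0258). SA187PBcda_000002297 rose from 156 ± 33.7 FPKM (SD, n = 3) to 598 ± 163 FPKM (SD, n = 2), with a log2 difference of 1.92 (SE 0.25, limma adjusted p = 0.0287). SA187PBcda_000001264 passed the threshold whichever of the 5 libraries was left out. SA187PBcda_000003704, SA187PBcda_000002944 and SA187PBcda_000002297 passed it without B replicate 2, but not without B replicate 1, B replicate 3, SB replicate 2 or SB replicate 3, where their limma adjusted p was 0.0692 to 0.192. SB replicate 1, which was not fitted, had 674 FPKM of SA187PBcda_000002944, 838 FPKM of SA187PBcda_000002297 and 25.9 FPKM of SA187PBcda_000003704, on the side of the other SB libraries. For SA187PBcda_000001264 it had 3967 FPKM, within the range of the B libraries.

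**Figure D2:**
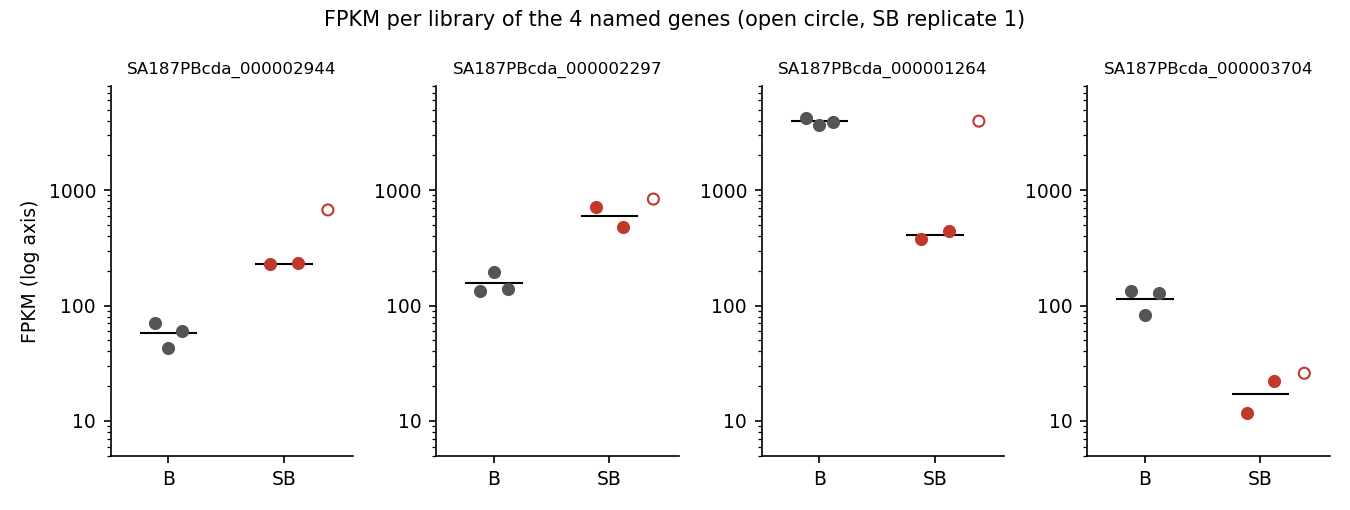
FPKM per library (y axis, log scale, the same axis for each gene) of SA187PBcda_000002944, SA187PBcda_000002297, SA187PBcda_000001264 and SA187PBcda_000003704 in B (grey, n = 3) and SB (red, n = 2), with lines at the group means and an open circle for SB replicate 1, which was not fitted. The first 2 genes were higher and the other 2 lower in both fitted SB libraries than in every B library, and SB replicate 1 had 3967 FPKM of SA187PBcda_000001264.

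Of the called genes, 6 were listed at 0 in a fitted library. Among these, 3 had 474800 to 1130000 FPKM in the B libraries, 2 had 9.63 to 75.2 FPKM there, and all 5 were listed at 0 in the 3 SB libraries, SB replicate 1 included. The remaining gene was listed at 0 in all 3 B libraries and had 50.9 and 28.7 FPKM in SB replicates 2 and 3, but was at 0 in SB replicate 1. Calls were most frequent at intermediate and high expression. They made up 2.02% of the genes with a mean of 1 to 10 FPKM, 10.6% of those with 10 to 100, 19.7% of those with 100 to 1000, 18.9% of those with 1000 to 10000 and 4.40% of those above.

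**Figure D3:**
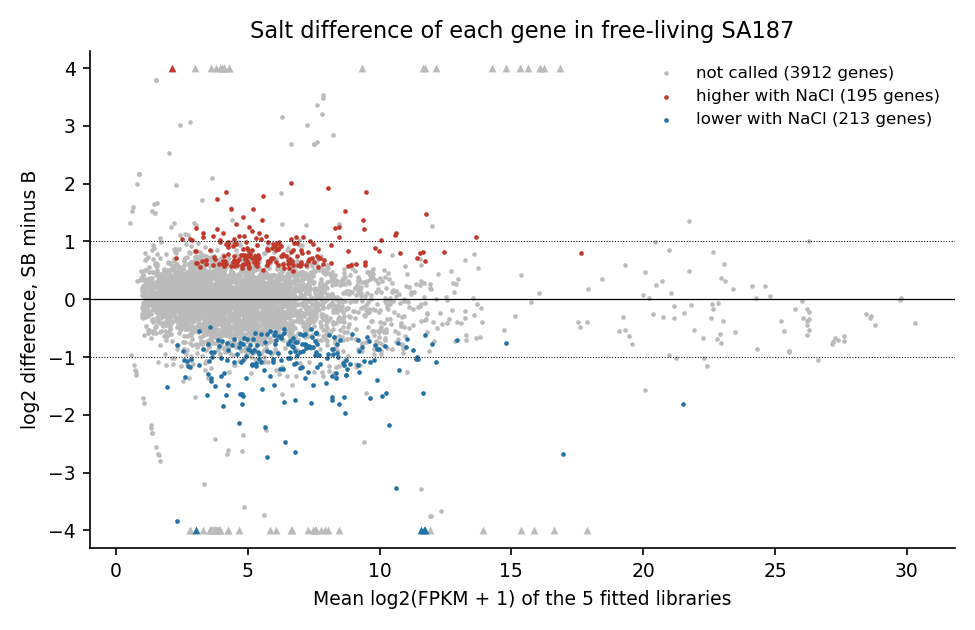
Log2 difference of SB minus B on the log2(FPKM + 1) scale (y axis) against the mean log2(FPKM + 1) of the 5 fitted libraries (x axis) for 4320 genes, with 195 genes called higher in red, 213 called lower in blue and the others in grey. Triangles at the edges stand for genes with a difference beyond the plotted range, and dotted lines mark a 2-fold change.

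At an unadjusted limma p under 0.05, 1321 genes differed, and the values of the groups did not overlap for 2167 genes (50.2%). Chance alone gives 20% on average over splits of the 5 libraries. Genes of a library can move together and the share was not computed for other splits, so this is not a test of chance. The number of calls rested on the libraries in the fit. It dropped to 3 with SB replicate 1 included, to 14 without B replicate 1, 20 without B replicate 3, 17 without SB replicate 2 and 29 without SB replicate 3, and was 885 without B replicate 2. With SB replicate 1 included, all 3 calls were genes listed at 0 in every SB library and at 474800 to 1130000 FPKM in the B libraries. Such a 0 can be a failed estimate. In that fit 15 of the 408 genes turned in direction. When each of the 5 fitted libraries was left out in turn, 105 of the 149 genes stayed over 2-fold in size each time. Of the 408 calls, 402 were made again without B replicate 2, but only 10 without B replicate 1 and 12 without B replicate 3. The remaining calls of those fits were genes outside the 408. In SB replicate 1, 287 of the 380 called genes above 0 in all 6 libraries and of at most 10000 FPKM differed from the B mean in the same direction as in the fit, 162 of 189 that rose and 125 of 191 that fell, a share that the shared B libraries can raise. Each B library set against the other B libraries in the same way matched 157 to 203 of the 380 genes, and B replicate 2 matched 145 of the 191 falls, more than SB replicate 1 did. Where it was above 0, SB replicate 1 also differed from SB replicates 2 and 3 by expression level, with a median log2 difference of 1.64 for genes of 1 to 10 FPKM, 1.11 for 10 to 100, 0.19 for 100 to 1000 and -1.07 for 1000 to 10000.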

Values the study reported

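For salt-treated against untreated free-living SA187, the study reported 79 up-regulated and 169 down-regulated genes, in total 248 genes or 5.38% of the genome, at a q-value of 0.05 and a fold change above 2. Among free-living replicates it reported an R2 above 0.98, except for the first salt-treated replicate (0.73), which it left out. From the libraries of bacteria alone it obtained about 16 to 20 M paired-end reads.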

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

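The settings without genes above 10000 FPKM and without genes listed at 0 were chosen after seeing the data. The 408 genes changed by salt became 3 with all 6 libraries, each listed at 0 in every SB library. The number was 1303 with array quality weights on all 6 (SB replicate 1 had a weight of 0.0188), 258 with no filter, 788 with median-ratio scaling, 960 with quantile normalization, 657 without genes above 10000 FPKM and 784 without genes listed at 0. Other pseudocounts, a filter of 10 FPKM and limma without the trend gave 290 to 579. Rescaling each library to the same sum left 192 genes above the filter, because a few extreme genes held nearly the whole sum, and limma called 0 of them (12 at an unadjusted p under 0.05). Quantile normalization also moved the split, to 600 higher and 360 lower, and over 2-fold to 98 higher and 93 lower. The 149 genes over 2-fold became 3 with all 6 libraries, 243 with array weights and 0 after rescaling to the same sum, and stayed between 106 and 191 under the other pseudocounts, filters, scalings and gene sets. Leaving out 1 library at a time gave 14 to 885 genes, and 14 to 253 genes over 2-fold (2 higher and 12 lower without B replicate 1, 52 and 201 without B replicate 2, 5 and 15 without B replicate 3, 5 and 12 without SB replicate 2, 15 and 14 without SB replicate 3). Apart from the rescaling, the cause of these differences was not tested. Of the 408 genes, 15 turned in direction with all 6 libraries and 1 under quantile normalization. Within groups, mean r, Spearman's rho and linear R2 were 0.801, 0.856 and 0.919 with all 6 libraries. Without SB replicate 1 these unlike measures were 0.895, 0.935 and 0.976.

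With the replicate number as a block, 3 genes were called with all 6 libraries and 7 genes with replicates 2 and 3, with the same numbers over 2-fold. Across genes, deviations of same-numbered libraries correlated at 0.04 to 0.08 and of others at -0.05 to -0.01. Outlying SB replicate 1 was included, so pairing among the 5 fitted libraries stays undecided. SA187PBcda_000001264 passed the threshold under 16 of the 18 alternatives that tested it and the other 3 named genes under 11 each, always in the same direction. After rescaling to the same sum, none of the named genes was above the filter, and that setting is not among the 18. The list tests were not run. The table gives no read counts, and 2 SB libraries limit the precision.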

Other observations

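All tests below were chosen after the result was seen, except those of a mislabelled culture (slopes), of the regrouped 6 libraries, of short features among the calls, and of shared noise. Genes with consecutive identifier numbers often changed together. Of 3918 pairs of tested genes with consecutive numbers, 104 pairs were called in the same direction and 7 in opposite directions. In all, 171 of the 408 called genes (41.9%) lay in a run of at least 2 called one way. There were 22 runs of at least 3 genes, 11 of them lower and 11 higher, and the longest held 7 genes that fell and 5 that rose. Random placement of the calls 10000 times gave a median of 17 pairs and at most 34, which argues against calls placed independently of the numbers (104 pairs). Such placement removes any noise or expression level that neighbouring genes share. The excess therefore does not by itself tie the numbers to the salt response. The log2 differences of consecutive genes correlated at 0.44 across 3585 pairs of genes above 0 and of at most 10000 FPKM. Their deviations within groups also correlated, at 0.321, so that noise shared by neighbouring genes may account for some or all of the pattern and stays open. A candidate explanation is that the numbers follow the genome and runs belong to shared transcripts. That remains a hypothesis, since positions are not used here.

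SB replicate 1 stood apart from the other 5 libraries. Its zero share was 21.4% for genes of 1 to 10 FPKM and 7.07% for genes of 10 to 100 FPKM, a decline that lower depth may give and that stays open. Lower depth as the whole cause is argued against, because the share declined little or not at all above that, at 5.81% and 7.93% for genes of 100 to 1000 and 1000 to 10000 FPKM. Of its genes above 0, 9.96% lay below 7.49 FPKM, far under the 74.9 FPKM that 1 fragment would then be worth. That value assumes the same mean of 2.85 fragments for every gene of 100 to 1000 FPKM, whatever its level or length. Low values also need not be whole fragments, so this share does not decide the matter. A culture without salt under an SB label is argued against too. Over 127 genes changed over 2-fold, the difference of SB replicate 1 from B followed that of SB replicates 2 and 3 with a slope of 1.05 (95% interval 0.803 to 1.30). Each B library set against the other B libraries gave slopes of -0.04 to 0.07. These B slopes were bound to lie near 0, because the same libraries were in the fit that chose the genes, and are no fair comparison. The direction in SB replicate 1 alone does not argue against such a culture. It matched 58 of 85 falls against 70 of 85 for B replicate 2, and SA187PBcda_000001264 was at 3967 FPKM in SB replicate 1, within the B range. Mean linear R2 of SB replicate 1 was also lower with SB replicates 2 and 3 (0.805) than with the B libraries (0.843). Its mean r on the log2 scale was higher with them (0.614 against 0.57). With the difference of SB replicate 1 from B at the 100 uncalled genes of nearest expression subtracted, the slope was 0.996 (95% interval 0.768 to 1.22). The direction then matched for 34 of 42 rises and 73 of 85 falls, while 1000 draws of such genes gave slopes of at most 0.392. The slope of 0.996 rests on the contrast of rises with falls, since within the rises it was 0.201 and within the falls 0.139 (95% interval of the latter -0.737 to 1.02). The argument thus concerns the direction of the changes as a set, and not their size within the rises or the falls. All slopes for SB replicate 1 rest on 1 library, and their intervals treat genes as independent, although neighbouring genes shared deviations. These intervals therefore do not measure the spread between libraries. A loss of short features may contribute, as the excess of zeros in SB replicate 1 was 33.6 percentage points higher above 100000 FPKM than at 1000 to 10000 FPKM. Gene lengths are not used here, and this leaves the zeros of ordinary genes open. A difference in the culture itself was not tested.

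The number of genes changed by salt was weighed against technical sources. Features of extreme FPKM or listed at 0 made up 2.70% of the calls, and therefore do not account for most of them. A depth difference between the groups is argued against, since the relative depths of B and SB libraries overlapped and the mean for SB was 0.994 times that for B. In the 10 splits of the 5 fitted libraries into 3 and 2, 1 split (the real one) gave 408 genes and the highest of the others gave 12. In the 10 splits of all 6 libraries, 2 splits, the real one and 1 other, gave 3 genes, which was also the highest number of the others. The 3 genes of the real split were listed at 0 in every SB library. Splits this few cannot give a share under 0.05. Differences between salt-treated and untreated cultures other than salt were not tested.

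The number of genes over 2-fold at an adjusted p of at most 0.05 was 149 here, with 46 higher and 103 lower (98 and 93 under quantile normalization). The first 3 counts are lower than the values quoted from the study above. The study's methods name Cufflinks for its differential test, whereas the counts here came from limma on log2(FPKM + 1). The thresholds were thus applied to unlike tests and fold measures, and the counts are not like for like. The order of the counts is not stable. Without B replicate 2 there were 253 genes (201 lower), where the total and the falls were above the values quoted. With array quality weights there were 243 genes (191 lower), where only the falls were above. Under quantile normalization only the rises were above. Leaving out B replicate 1 gave 14 genes and leaving out B replicate 3 gave 20.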
